A study of Brassica napus and Brassica oleracea var. botrytis and Brassica rapa subsp. oleifera with 11 samples.

How the data were processed

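Small RNAs of 18 to 32 nt were sequenced from stems of 2 diploid Brassica species and of resynthesized allotetraploid Brassica napus, which carries the genomes of both. Per the labels' protocols, total RNA was extracted with TRIzol, small RNAs were size-selected and ligated to TruSeq adaptors, and the 11 barcoded libraries were sequenced together on an Illumina Genome Analyzer GAII. The progenitors were B. oleracea (2 technical replicates) and B. rapa (2 technical replicates). A further library was made from a 1:1 mix of progenitor RNA. The allotetraploids were 3 independent lines, numbered 1, 2 and 5 in the labels, each sampled in the generations S1 and S5.

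Per the file headers, the authors ran miRProf on each library separately. Reads were filtered for valid sequence and then for matches to tRNA and rRNA, and the remaining reads were matched to plant mature miRNAs of miRBase with at most 1 mismatch, keeping best matches. Organisms, family members and variants were combined, so that a deposited row is a match signature. The signature miR159(0) holds reads matching miR159 sequences with 0 mismatches, miR159(1) holds those with 1 mismatch, and "miR156(0); miR157(0)" holds reads matching both families. The members of a family, and homeologous copies from the A and C genomes, cannot be told apart in such rows. The miRBase release, adaptor trimming and miRProf version are not given in the headers. The deposited raw count of each signature is a whole number of reads and was used in every test. The deposited weighted count, a score that differed from the raw count by at most 0.446%, was not tested. The deposited normalised count is an RPM value relative to the reads left after the t/rRNA filter, and recomputing it from the raw counts left a difference of at most 0.429%. The percentages, log2 values and CPM given here were computed from the deposited counts. CPM is relative to all reads listed as miRNA in the library.

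Reads left after the last filter ranged from 76441 to 2544862 per library, and reads listed as miRNA ranged from 1298 to 402724. Shares of a single library are given with Wilson intervals at 95% confidence, and the smallest share a library can show was taken as 3 reads of its miRNA reads. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

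Groups and replicate numbers were taken from the labels. The additive reference had 3 libraries: the RNA mix and 2 in silico 1:1 mixes of same-numbered progenitor libraries. For each in silico mix, the deeper library was binomially thinned to the total of the shallower one and the counts were added, with seed 11. The in silico mixes held 312068 and 2701 reads. Signatures missing from a library's list were counted as 0. Counts were tested with edgeR 4.0.16 (R 4.3.3), using TMM factors, the quasi-likelihood test (two-sided) and Benjamini-Hochberg adjustment with a threshold of 0.05, on signatures with at least 10 counts in at least 2 libraries of the fit. B. rapa and B. oleracea were compared in a fit of all 11 libraries, the allotetraploids and the additive reference in a fit of 9, and S5 and S1 in a fit of the 6 allotetraploid libraries. Standard errors are the log2 fold change divided by the square root of the F statistic. The rule for naming signatures was fixed before the data were examined: where none passed the threshold, the 2 with the smallest p in each comparison, and in addition the 3 with the highest mean CPM over all libraries. The fits were tested on simulated counts with 12 signatures changed 4-fold in each of 20 simulations. At a dispersion of 0.05, 92.9% of changed signatures were recovered for the allotetraploids against the reference, 86.7% for the progenitors and 93.8% for S5 against S1, and false calls made up 10.1%, 4.59% and 5.86% of calls. At the dispersions measured here, the recovered shares were 1.67%, 0% and 0.417%, and calls against the reference averaged 0.35 per simulation, of which 0.15 were false.

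The B. rapa weight of a profile is the value between 0 and 1 that brings a mixture of the mean progenitor profiles closest to the library on log2(CPM + 1). It and the number of signatures with at least 10 counts were compared between S5 and S1 by two-sided exact permutation tests, which cannot give a p below 0.1 with 3 against 3 libraries. Spearman and Pearson correlations were computed across signatures on log2(CPM + 1). Replicate numbers come from the labels, where they number the technical replicates of the progenitors and name the lines of the allotetraploids, and fits with the number as a block were alternatives. Other alternatives were DESeq2 1.42.0 (size factors and Wald test), no TMM, TMM without the most abundant signature, no filter, a mean of at least 50 counts, family sums, signatures listed in all libraries, other constructions of the reference, and leaving out each replicate. The library size from filtered reads, the technical-replicate axis as a covariate and the Pearson alternatives were added after the data were seen. That axis is the mean over both progenitors of the log2 CPM difference between replicate 1 and replicate 2 (prior count 2). A library's score is its projection on the axis, and 1 unit is the length of that mean difference. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. Genomic positions of miRNA loci and their sequences were not analysed here.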

Results

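Mature miRNA abundance was measured in stems to compare the progenitors with each other, the allotetraploids with the additive expectation from the progenitors, and an early with a more advanced generation of the same lines. Across the 11 libraries, 103 match signatures were listed in at least 1 library and 32 in all of them. Depth differed widely. B. oleracea replicate 1 held 156068 miRNA reads and replicate 2 held 1298. B. rapa replicates 1 and 2 held 194414 and 105035 miRNA reads, and the RNA mix held 30577. In S1, lines 1, 2 and 5 held 40374, 402724 and 157947 miRNA reads, and in S5 the same lines held 54419, 83569 and 194859. With 1298 reads, the smallest share that B. oleracea replicate 2 can show is 0.231% of miRNA reads, against 0.00192% for replicate 1. Reads listed as miRNA made up between 1.70% (Wilson 95% interval 1.61% to 1.79%) of filtered reads in B. oleracea replicate 2 and 22.2% (22.1% to 22.2%) in S1 line 2.

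The 3 signatures with the highest mean CPM were miR159(0), miR166(0) and miR156(0); miR157(0). miR159(0) took 78.8% of miRNA reads (78.6% to 79.0%) in B. oleracea replicate 1 and 0.539% (0.261% to 1.11%) in replicate 2 of the same progenitor. In B. rapa it took 52.2% (52.0% to 52.4%) and 0.365% (0.330% to 0.403%). The share was 0.805% (0.710% to 0.911%) in the RNA mix. In S1 it was 0.334% (0.283% to 0.396%) in line 1, 86.2% (86.1% to 86.3%) in line 2 and 71.3% (71.1% to 71.6%) in line 5. In S5 it was 0.235% (0.198% to 0.280%), 0.343% (0.306% to 0.385%) and 84.4% (84.3% to 84.6%) in the same lines. The group means of miR159(0) were 526216 ± 458867 CPM in S1 and 283394 ± 485842 CPM in S5 (SD, n = 3 lines each), so the SD was close to or above the mean. miR166(0) averaged 106723 ± 147011 CPM in S1 and 109902 ± 99579 CPM in S5. The joint miR156(0); miR157(0) signature averaged 41387 ± 71130 CPM in S1 and 193677 ± 212017 CPM in S5.

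**Figure D1:**
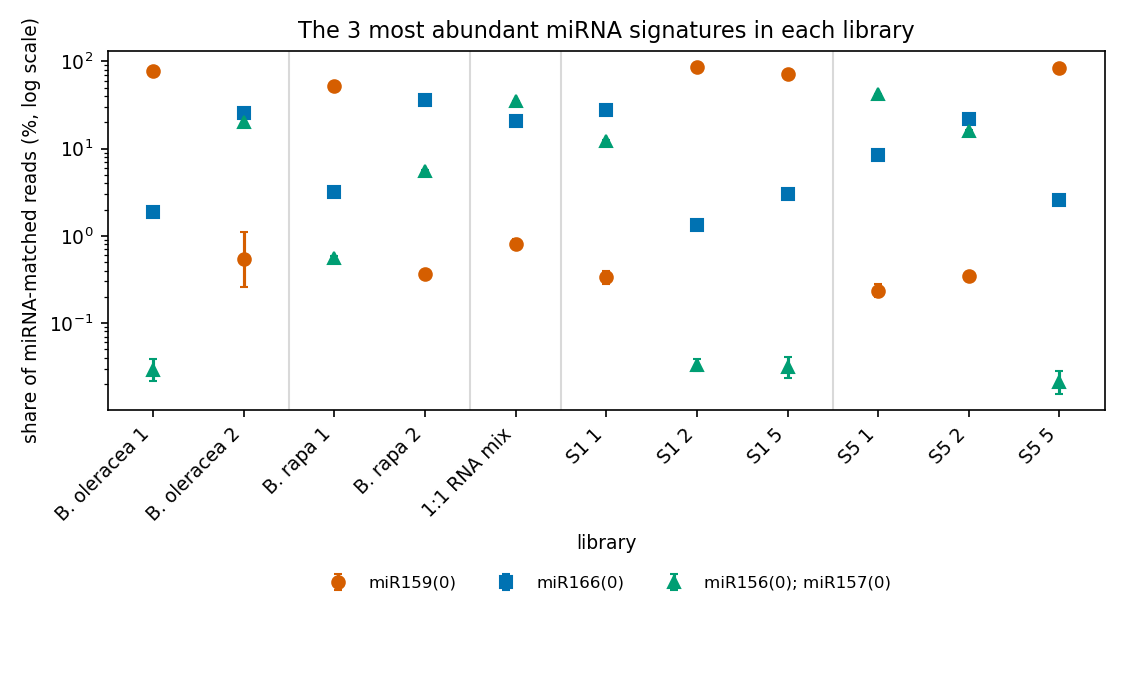
Share of miRNA-matched reads (percent, log axis) taken by the 3 most abundant signatures in each library, with Wilson 95% intervals as bars. miR159(0) took 78.8% in B. oleracea replicate 1 and 0.539% in replicate 2, and 86.2% in S1 line 2 but 0.334% in S1 line 1.

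Technical replicates were compared with lines to set the error of the other comparisons. Across 61 signatures, which are not independent replicates, Spearman's rho was 0.533 between the replicates of B. oleracea and 0.612 between those of B. rapa. Libraries of different species with the same replicate number had higher values, 0.750 for number 1 and 0.833 for number 2. The 6 pairs of lines within a generation averaged 0.657 ± 0.154 (SD), from 0.473 to 0.869. The mean over all 8 pairs within a group was 0.636, and with a mean of at least 50 counts required it was 0.333. Pearson's r averaged 0.593 over the same pairs. The spread between technical replicates was thus not smaller than that between lines.

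**Figure D2:**
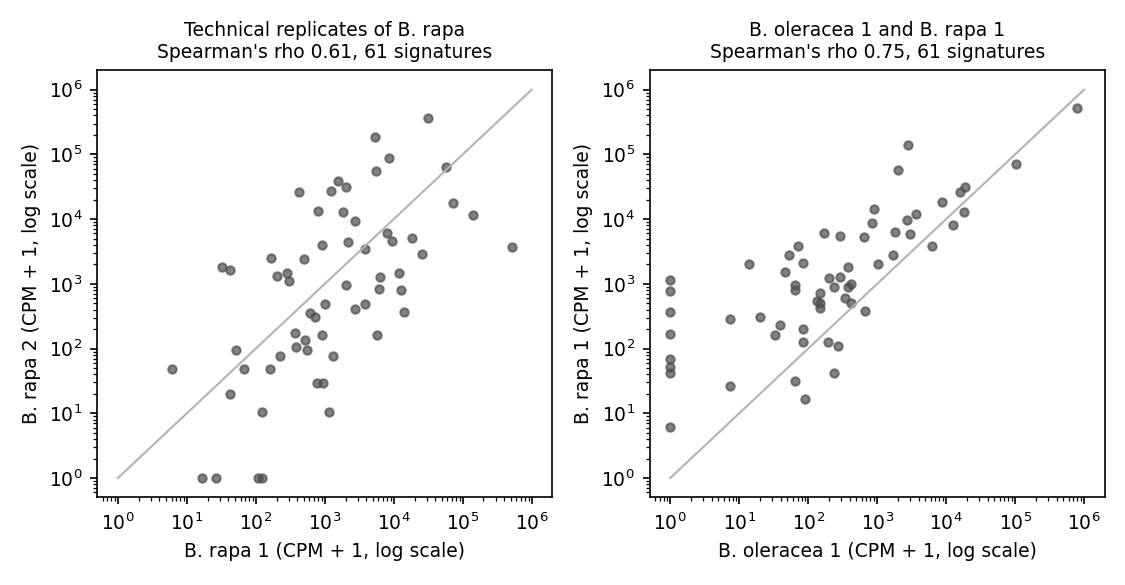
CPM + 1 on log axes for 61 signatures (points) in the technical replicates of B. rapa (left) and in replicate 1 of both progenitors (right); the line marks equal values. Points lie closer to a rising line between species (rho 0.750) than between technical replicates (rho 0.612).

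Positions along the mean difference between technical replicates, a measure chosen after the data were seen, were 0.56 and -0.63 in B. oleracea replicates 1 and 2, 0.43 and -0.38 in B. rapa, and -0.38 in the RNA mix. In S1, lines 1, 2 and 5 had scores of -0.32, 0.46 and 0.44, and in S5 -0.37, -0.28 and 0.48. Each generation thus had libraries on both sides of 0, the mean of all libraries, as each progenitor had. The progenitor replicates define the axis, so the mean separation of their pairs is built in. The labels give each library its own barcode and no other batch, so no comparison could be recomputed within batches.

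**Figure D3:**
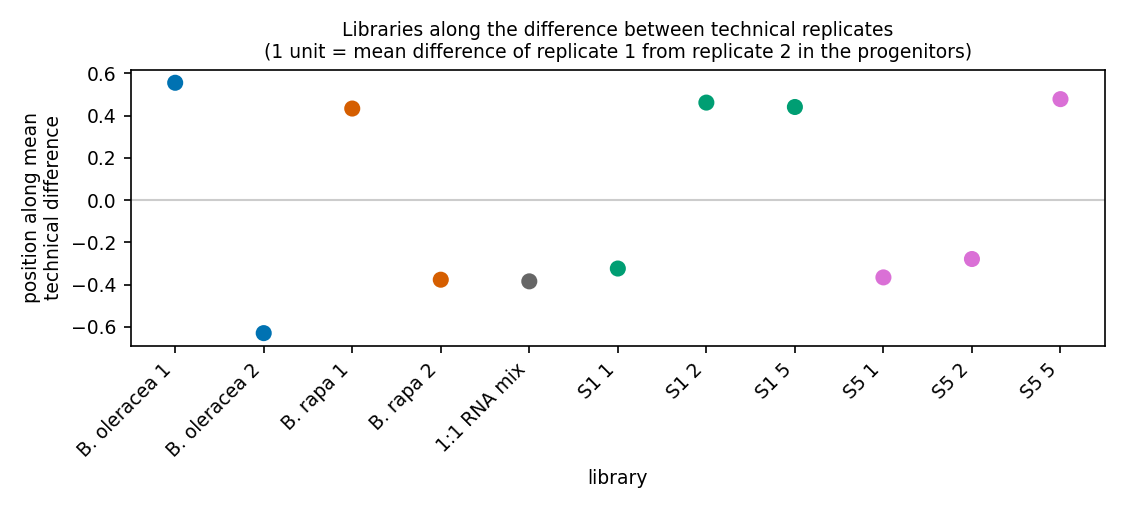
Score of each library along the mean log2 difference of technical replicate 1 from replicate 2 in the progenitors (1 unit is that difference), coloured by group. The progenitor libraries define the axis, and the lines of S1 and S5 range from -0.37 to 0.48.

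The comparison of B. rapa with B. oleracea asked how far the progenitors differ. Each species was represented by technical replicates only, so biological variation within a species was not measured. No signature of 61 passed the threshold (edgeR, Benjamini-Hochberg), and 5 had an unadjusted p under 0.05 where 3.05 are expected by chance. The common dispersion was 1.51. The median absolute log2 fold change was 1.44, and leaving out a progenitor library moved it most, to 2.70 without B. oleracea replicate 1. A median of absolute values is above 0 under noise alone, and the median SE was 2.01. The value of 1.44 therefore does not measure a species difference. miR1885(0) was higher in B. rapa by 5.96 on the log2 scale (SE 2.27, edgeR adjusted p 0.527), with 55 and 153 reads in B. rapa and 1 and 0 in B. oleracea. The 0 in B. oleracea replicate 2 is uninformative, because its floor of 0.231% exceeds the shares of miR1885(0) in B. rapa, 0.0283% and 0.146%. miR824(0) had a log2 fold change of -4.03 (SE 1.63, edgeR adjusted p 0.527), with 74 and 11 reads in B. rapa and 103 and 11 in B. oleracea. The 11 reads of B. oleracea replicate 2 were 8475 CPM, against 660 CPM in replicate 1. In a fit of only the 4 progenitor libraries the change of miR824(0) was -2.33. Deviations from the group means correlated at 0.692 between same-numbered progenitor libraries and at -0.692 between different numbers, values that mirror each other by construction with 2 replicates. With the replicate number as a block in a fit of the 4 progenitor libraries, 0 signatures passed and the dispersion was 0.887, against 1.72 in the same fit without the block.

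The allotetraploids were compared with the additive reference to ask whether miRNA levels depart from the progenitor average. No signature of 61 passed for S1, for S5 or for both generations together. Unadjusted p-values under 0.05 numbered 1, 3 and 2, against 3.05 expected by chance in each comparison, and the common dispersion was 1.45. miR393(0) had the smallest p in all of them, with log2 fold changes of -4.31 (SE 1.74, edgeR adjusted p 0.781) in S1, -4.50 (SE 1.76, adjusted p 0.575) in S5 and -4.40 (SE 1.33, adjusted p 0.334) in both. Its mean was 171.6 ± 259.2 CPM in S1, 159.5 ± 243.9 CPM in S5 (SD, n = 3 lines each) and 6141 ± 9120 CPM in the reference (SD over 3 libraries). The reference libraries derive from technical replicates and a mix of progenitor RNA. They are not biological replicates, and the tests used a dispersion shared with the allotetraploids. Without the second in silico mix, which held the highest reference value of 16660 CPM, the change of miR393(0) in S1 was -1.93. In S1, miR172(1) changed by 2.39 (SE 1.20, edgeR adjusted p 0.781), and in S5 miR2111(0) changed by 3.84 (SE 1.57, adjusted p 0.575). The change of miR2111(0) rested on 12, 12 and 2 reads in S5 and a reference mean of 5.34 CPM, with 0 reads in the RNA mix. The second in silico mix, with 2701 reads, is too shallow to show the S5 shares of 0.0221%, 0.0144% and 0.00103%. In both generations together miR398(0) changed by -3.59 (SE 1.42, edgeR adjusted p 0.574), which reversed to 6.02 when the in silico mix of replicate 1 libraries was left out. That mix held 7511 CPM of miR398(0) and the other reference libraries held 0. These 0s are mostly uninformative. The floor of the RNA mix, 0.00981% of miRNA reads, exceeds every allotetraploid share of miR398(0) except 0.0190% in S1 line 5. The second in silico mix, with 2701 reads, is shallower still, so the reversal shows no increase. Of the alternatives, 3 gave calls for both generations together: 2 signatures without TMM, 2 without the count filter and 1 with crossed in silico mixes.

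S5 was compared with S1 to ask whether miRNA levels shift over generations of selfing in the same lines. No signature of 59 passed, and 1 had an unadjusted p under 0.05 where 2.95 are expected. miR2111(0) changed by 3.44 (SE 1.52, edgeR adjusted p 0.969), resting on 1, 0 and 1 reads in S1 and 12, 12 and 2 reads in S5. miR172(1) changed by -1.89 (SE 1.17, edgeR adjusted p 0.969). Deviations of the same line in both generations correlated at 0.687 for line 1, -0.544 for line 2 and 0.740 for line 5, with a mean of 0.294 against -0.203 between different lines. With the line as a replicate block, 0 signatures passed, 0 had an unadjusted p under 0.05, and the dispersion was 0.998 against 1.48 without the block.

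The B. rapa weight of the profile averaged 0.204 ± 0.171 in S1 and 0.523 ± 0.430 in S5 (SD, n = 3 lines each). The difference of 0.320 did not exceed the spread between lines (two-sided exact permutation p 0.3, where 0.1 is the smallest possible). Paired within lines as a replicate block, the differences were 0.501, 0.644 and -0.185 for lines 1, 2 and 5 (mean 0.320, exact sign-flip p 0.5, where 0.25 is the smallest possible). Weights were 0.0232, 0.225 and 0.0403 in S1 lines 2 and 5 and S5 line 5, which had positive scores along the technical difference. They were 0.363, 0.863 and 0.667 in S1 line 1 and S5 lines 1 and 2, which had negative scores. The difference between generations therefore cannot be told apart from a difference along that axis. The RNA mix of equal parts had a weight of 0.119, so the weight is not calibrated as a share of progenitor RNA. Its score was negative as well, so the mix does not follow this separation. The number of signatures with at least 10 counts averaged 46.3 ± 4.9 in S1 and 47.0 ± 2.6 in S5. Their difference of 0.667 was within the spread (exact permutation p 0.9), and paired within lines as a replicate block it was 0.667 as well (exact sign-flip p 1).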

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

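The test of the t/rRNA share was chosen after the values were seen. Reads removed by the authors' t/rRNA filter enter no comparison above, and they were present in every library, with the highest share, 12.8% of valid reads, in B. oleracea replicate 1. The lowest share was 4.73%, in B. rapa replicate 2, and S1 and S5 averaged 9.02% ± 1.12 and 9.83% ± 2.16 (SD, n = 3 lines each). Technical replicates were set against 50% of the range over all libraries, which was 8.11 percentage points. The replicates of B. oleracea differed by 6.66 points and those of B. rapa by 2.81 points. B. oleracea replicate 1 sets the top of the range and B. rapa replicate 2 the bottom, so neither pair can be judged by that rule. With both B. oleracea libraries labelled as technical replicates, the high share in replicate 1 is itself a difference between libraries of one RNA, since replicate 2 had 6.18%. No biological explanation was tested.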

How the results depend on the processing

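Alternatives other than those named as added were chosen before the data were examined. In each comparison with the reference, the fit without the RNA mix is counted under 2 names, here and for the named results. Of 104 alternative fits of the 5 counts of signatures past the threshold, 101 gave 0, with between 0 and 13 signatures at an unadjusted p under 0.05. The exceptions all concern both generations against the additive reference, where 2 signatures passed without TMM, 2 without the count filter and 1 with in silico mixes of crossed progenitor libraries, at 5, 8 and 5 unadjusted. miR393(0) passed in each (edgeR adjusted p 0.0305, 0.00263 and 0.0477) and miR398(0) in the first 2. The simulations did not cover these 3 settings, so they do not tell how often such calls are false. Without TMM, the median log2 fold change of all signatures shifted by -0.867. It shifted by 0.934 when TMM and totals were computed without the most abundant signature, by 0.440 with DESeq2 size factors and by 0.217 with filtered reads as library size, an alternative added later. For the progenitors the shift with filtered reads was 1.19.

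Of 182 fits of the 10 named results, 181 kept their direction and 5 came to pass the threshold. The exception was miR398(0), from -5.00 to 6.02 across the 9 fits that each left out one library, positive without the first additive reference library. That library held 7511 CPM of miR398(0) and the other reference libraries held 0, so the change rests on 1 library. The reversed value compares with counts of 0 at low depth and shows no increase. Other named signatures kept their direction but changed in size. Without the second in silico mix, miR393(0) in S1 went from -4.31 to -1.93. Its smallest changes over the alternatives were -2.11 in S5 and -2.03 in both generations together. Without S1 line 5, miR172(1) in S1 went from 2.39 to 0.822. The median absolute log2 fold change between progenitors ranged from 1.82 to 2.70 when each progenitor library was left out. The number of signatures detected in S5 minus S1 ranged from -1 to 3.5 across 6 such fits, 3 of them negative. With a mean of at least 50 counts, the mean Spearman correlation within groups fell to 0.333 and Pearson's r, added later, to 0.347. For the other changes in this part, the cause was not tested. A pseudocount of 10 leaves Spearman's rho unchanged by construction. The difference in B. rapa weight stayed positive, between 0.150 and 0.561, when single allotetraploid libraries were left out. The weights of these libraries also parted by the sign of their axis score. The stable direction therefore does not tell a generation effect from a difference along the technical-replicate axis.

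With the technical-replicate axis as a covariate, added after the data were seen, the dispersion fell to 0.610 for the progenitors, 0.589 for the allotetraploids and the reference, and 0.499 for S5 against S1, and 0 signatures passed in each of the 5 comparisons (13, 4, 10, 7 and 1 at an unadjusted p under 0.05). The progenitor libraries define the axis and the in silico mixes are built from them, so the first 2 falls are partly built in. The fit of S5 against S1 holds none of these libraries, but its scores are computed from the counts being fitted. Axes with shuffled signatures also lowered its dispersion, to a median of 1.06, so this fall is partly built in too. Calls were not counted in fits of the progenitors with 1 library left out, because an arm would hold 1 sample. The depth of B. oleracea replicate 2 limits the progenitor comparison and the second in silico mix, which held 2701 reads.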

Other observations

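The tests in this part were chosen after the results they bear on were seen, except the axis covariate in the fits without TMM and without the count filter and the correlation of species ratios. The count of splits uses unadjusted p-values, because every split matches a count of 0 signatures past the adjusted threshold. That change was made after the counts were seen.

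Technical replicates of one progenitor RNA differed more than libraries of different species with the same number. Sampling noise was tested by redrawing library pairs from 1 profile at the 2 depths. The lowest of 100 redrawn correlations was 0.714 from the profile of B. oleracea replicate 1 and 0.994 from that of B. rapa replicate 1, above the 0.533 and 0.612 observed. Leaving out miR159 and miR319 signatures gave 0.564 and 0.584, but ranks hardly move when a few signatures are left out, so this does not decide whether a few abundant miRNAs matter. If these shifted all others by a common factor, the log2 ratios of the other signatures would scatter no more than in redrawn pairs. Over 49 signatures without the 12 most abundant, the median absolute deviation of these ratios was 1.69 in B. rapa, against at most 0.181 and 0.260 in pairs redrawn from its replicates 1 and 2, so a common shift does not account for that pair. In B. oleracea it was 2.17, against at most 2.05 from the profile of replicate 1, a narrow margin, and 0 from that of replicate 2, where the many zero counts fix the value. Same-numbered libraries of different species averaged a correlation of 0.792 against 0.572 for technical replicates. This prompted the idea of a library effect shared across groups, and so cannot test it. Barcode bases were tested because a pattern in the first base was noticed by eye. Of 11 features, a first base C (7 libraries) separated the scores most, by -0.711, with a permutation p of 0.0753 over all features, so the barcode is neither shown nor excluded. The first base cannot account for the B. oleracea pair, because both barcodes begin with C and the scores were 0.56 and -0.63. In B. rapa the first bases differ, with G at 0.43 and C at -0.38, which goes with the feature. Exchanged labels among the progenitor libraries were tested in 2 forms. If the species labels of 1 replicate number were swapped, B. oleracea replicate 1 with B. rapa replicate 2, and B. oleracea replicate 2 with B. rapa replicate 1, would correlate more strongly than the labelled pairs, and they averaged 0.522. An exchange of B. oleracea replicate 2 with B. rapa replicate 1 would itself make same-numbered libraries alike. The miR159(0) share of the RNA mix was 0.805% against a mean of 33.0% over the 4 progenitor libraries. That mean is the same under any exchange among them, so the gap does not tell exchanged from correct labels. For the same reason, no such exchange accounts for the gap. The log2 ratios of B. rapa to B. oleracea in number 1 and number 2 correlated at 0.208 over 65 signatures and at 0.124 over the 34 seen in B. oleracea replicate 2, which does not decide. This exchange is therefore not excluded, but values argue against it as the only cause. Under it, replicate 1 of B. oleracea and of B. rapa would be replicates. They correlated at 0.750, below the 0.994 redrawn from B. rapa replicate 1 at the B. rapa depths. The other pair, replicate 2 of both species, correlated at 0.833. That is above the 0.714 redrawn from B. oleracea replicate 1, a library outside this pair. It is below the 0.959 redrawn from B. oleracea replicate 2, whose many zero counts recur in both draws. No pairs were redrawn from B. rapa replicate 2 at these depths, so this pair does not decide. miR1885(0) had 1 read in B. oleracea replicate 1, where 44.2 were expected at the share of B. rapa replicate 1, but it is named for its difference between the species and so is no independent check. Exchanges with allotetraploid libraries were not tested. The replicates come from the same RNA per the labels, so no biological explanation was tested, and the cause of the difference was not established.

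The allotetraploid libraries also differed along this axis, within each generation. The axis was taken from the progenitors alone, and as a covariate it lowered the dispersion of S5 against S1 from 1.48 to 0.499. Of 100 axes with shuffled signatures, 3 did as well (lowest 0.488, median 1.06). A library effect shared across groups is therefore a candidate explanation for part of the spread between lines. A stable difference between lines does not account for line 2, whose score went from 0.46 in S1 to -0.28 in S5 and whose deviations correlated at -0.544 between generations. With 1 library per line and generation, a stable difference of lines 1 and 5, or a change of line 2 between generations, cannot be told apart from a library effect.

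The calls against the additive reference under some settings may reflect a library effect along the technical difference, but the tests are divided. With the axis as a covariate, the fit without the count filter went from 2 signatures to 0, with miR393(0) at an edgeR adjusted p of 0.0543. The fit without TMM went from 2 to 1, and that signature was miR169(1), which had not been called before. The fit with crossed in silico mixes went from 1 to 6, with miR393(0) still among them, which goes against the explanation. The first 2 in silico mixes are built from the libraries that define the axis, so the covariate is not independent of the reference.

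All splits of the same libraries, the real split included, were counted in 2-group fits. For both generations against the additive reference, 60 of 84 splits gave at least as many signatures at an unadjusted p under 0.05 as the real split, which gave 2. For S1 against the reference it was 8 of 10 and for S5 against the reference 7 of 10. For S5 against S1 it was 2 of the 4 splits that part the same pairs of lines, and 6 of all 10. Designs of 3 against 3 cannot show a share under 0.05. In S5 against S1, the split of S1 line 1, S5 line 1 and S5 line 2 from the other libraries gave 27 signatures past the adjusted threshold, against 0 for the real split. These libraries also share a sign of the axis score. The split was found by enumeration and is not a group of the study.

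The ratio of miR156 and miR157 reads to miR172 reads, families with opposed trends during plant ageing, was examined because it varied widely. As log2 it was -2.06 and 4.99 in B. oleracea replicates 1 and 2, -3.94 and 3.34 in B. rapa, and 5.23 in the RNA mix. In S1, lines 1, 2 and 5 had 3.27, -4.74 and -6.54, and in S5 4.32, 3.67 and -4.70. Technical replicates differed by 7.05 in B. oleracea and 7.28 in B. rapa, more than 50% of the range of 11.8 over all libraries. The ratio therefore cannot be told apart from a library effect shared across groups, and it gives no reading of developmental stage in these libraries.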
